A study of Mus musculus with 8 samples. Its data were reported in "ARID1A governs the silencing of sex-linked transcription during male meiosis in the mouse" (2024).

How the data were processed

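Chromatin accessibility was measured by ATAC-seq (assay for transposase-accessible chromatin with sequencing, in which a transposase cuts open DNA and inserts sequencing adapters) in mouse pachytene spermatocytes. These are male germ cells in the stage of meiotic prophase in which X and Y are transcriptionally silenced. There were 2 groups, *Arid1a* WT and *Arid1a* cKO, with 4 libraries each, and the groups were taken from the genotype labels. *Arid1a* encodes a DNA-binding subunit of the BAF (SWI/SNF) chromatin remodeling complex, and in the cKO it was floxed and deleted in the male germ line by Cre recombinase driven by *Stra8*. Deletion was incomplete in the study's own account, so the cKO libraries mix cells without ARID1A and cells that kept it.

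Per the labels and the methods of the study, the authors used the Omni-ATAC protocol, trimmed adapters, aligned paired reads to the mm10 mouse genome with bowtie2, removed PCR duplicates and mitochondrial reads, and kept proper pairs. No filter on mapping quality was stated, so a read that matched several copies of a repeat could be placed at one of them. The authors called peaks in each library with MACS2 without a local background, removed blacklisted regions, and intersected the peaks of the replicates of a genotype. The result was 1 deposited peak list per genotype. Per-library peak calls and signal tracks were not analysed here.

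Each row of a list held an interval, a peak name, and the values that the authors' peak caller gave that peak. The deposited fold enrichment is a linear ratio of the fragment pileup at the summit to the background of the library, with 1 added to each. The deposited −log10 p and −log10 q values score that enrichment against a Poisson background. Another deposited column, recorded under the unit other, gave the summit offset. The fold and −log10 values are the authors' own. Peak by peak they were used only within a list, to describe, compare, rank, group or filter peaks. The fold values also gave the background of each list, which was compared between the lists. All peak names of a list came from 1 library, called the reference library below, and each row was the part of its peak that overlapped a peak of another replicate. One peak could therefore fill several rows. Which library served as the reference was not stated. That peaks recurred on several rows had been seen in a shortened supplementary copy before the design was fixed.

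The fold enrichment values fell on a regular grid, because the pileup is a whole number and the background is constant in a list. From the grid the background was 4.33 fragments per base in the WT list and 5.11 in the cKO list, and the lowest summit pileup was 13 and 14 fragments, respectively. Poisson p-values computed from these numbers lay within 1 percent of the deposited −log10 p for 99.99% of WT peaks and 99.8% of cKO peaks. These background levels are the only measure of depth that the lists give, and the depth of the other 3 libraries of each genotype is unknown.

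Rows with the same peak name were collapsed to the interval they spanned, and these intervals are called peaks. A WT peak that shared at least 1 bp with a cKO peak was common, and otherwise lost. A cKO peak that shared no base with a WT peak was gained. Common peaks were counted on the WT list unless they are called common cKO peaks. Sex-linked peaks were those on X and Y. Peaks were annotated by their centre with GENCODE vM21, whose GRCm38 assembly is the build of mm10; no peak ran past a chromosome end of the reference sequence. A promoter reached from 1000 bp upstream to 100 bp downstream of any annotated transcription start, and the remaining peaks were assigned in order to exons, introns and intergenic sequence. GC content was read from the reference sequence. Sequence uniqueness was the share of 50-mers, sampled every 25 bp in a peak, that occurred once in the chromosomes on either strand. A peak was of unique sequence when this share was at least 50%.

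Shares are given with 95% Wilson intervals, and medians with order-statistic intervals. The intervals cover counting error only. Lists were compared by Fisher's exact test, two-sided, with odds ratios and 95% intervals on the log scale. These tests take peaks as units, and neighbouring peaks are not independent. Because each genotype is represented by 1 list, they compare 2 lists and contain no variance between animals. The gene comparisons instead take genes as units and score the same genes in both lists, a pairing that Fisher's test ignores. X was compared with the 19 autosomes by an exact permutation test over the 20 chromosomes, in which p cannot fall under 0.05. Medians were compared by two-sided permutation tests with 100000 resamples. The 7 tests formed 1 family for Benjamini-Hochberg adjustment. A further 5 odds ratios, for the lost share, the sex-linked promoter shares and the genes with a promoter peak, were added after seeing the data and adjusted as a family of their own. Analyses ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9, and overlaps of rows were also counted with bedtools 2.31.1, which gave identical counts. The functions were tested on simulated lists, where all 8681 common, 9319 gained and 2000 lost peaks planted among 20000 were recovered, and 6% of 200 Fisher tests without an effect had p under 0.05.

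Peaks were named by a rule fixed before the data were examined. It took every peak within *Arid1a* or 1000 bp upstream. It also took the 5 sex-linked and 5 autosomal gained peaks with the highest −log10 q among those on 3 or more rows, and the 5 sex-linked lost peaks with the highest −log10 q. A peak was given a gene's name when a transcription start lay within 1000 bp of its centre. The alternatives changed the unit counted, the −log10 q threshold, the number of rows required, the list length, a pileup threshold scaled to the WT background, the overlap that counts as shared, the sex chromosomes included, and the promoter definition. Restriction to peaks of unique sequence, promoters from curated RefSeq transcripts and comparison of filtered peaks with the full other list were chosen after seeing the data.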

Results

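To measure how loss of ARID1A alters chromatin accessibility in pachytene spermatocytes, ATAC-seq was carried out on 4 *Arid1a* WT and 4 *Arid1a* cKO libraries. The accessible regions of each genotype were given as 1 peak list, so no value below has a spread between replicates. The WT list held 52419 rows that described 19309 distinct peaks, and the cKO list held 84006 rows that described 30244 distinct peaks. The cKO list therefore contained 1.57 times as many peaks. Counting rows in place of peaks moved the 2 list sizes most, and where the lengths were not made equal the ratio ranged from 1.46 at a −log10 q of at least 5 to 1.69 for peaks on 3 or more rows. The peaks covered 19.9 Mb in the WT list and 37.8 Mb in the cKO list. Median peak width was 824 bp in WT (95% interval, 813 to 833) and 925 bp in cKO (913 to 936). Stricter −log10 q thresholds moved the widths most, to 1140 bp in WT and 1407 bp in cKO at a −log10 q of at least 10.

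The number of rows per peak was used as the measure of overlap between replicates. In the WT list, 74.5% of peaks (95% Wilson interval, 73.9 to 75.1) lay on 3 or more rows, the number given by overlap with all 3 other libraries, although a library with 2 peaks over 1 reference peak also adds a row. In the cKO list this share was 80.2% (79.8 to 80.7). At a −log10 q of at least 10, the shares were 97.4% and 98.3%, respectively. The libraries that supplied the peaks differed in depth: the background recovered from the fold enrichment was 1.18 times higher in the cKO list than in the WT list.

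The targeted gene was examined first. *Arid1a* lies on the reverse strand of chromosome 4 (mm10, 133679008 to 133756769). The WT list had 3 peaks there, all common. The first covered 133751878 to 133754879, with its centre in an exon and a fold enrichment of 11.4. The second, at 133755609 to 133755751, was intronic, with a fold enrichment of 3.38. The last, at 133756561 to 133757732, was centred in the promoter, with a fold enrichment of 5.82. The cKO list had 1 promoter peak that spanned 133751655 to 133757725, with a fold enrichment of 16.2. No other peak of either list fell in the gene body, so the lists do not show the excised exons and do not test the genotype labels.

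The lists were next compared by overlap. Of the WT peaks, 18391 were common and 918 were lost. In the cKO list, 13144 peaks were gained and 17100 overlapped a WT peak. The row as unit moved the common count most, to 152118 overlapping pairs of rows, with 32961 rows gained and 1522 lost. Equal list lengths, with the weakest cKO peaks left out, gave 3903 gained and 2560 lost peaks. The gained and lost counts moved most for peaks with a −log10 q of at least 10 that were compared with the full other list, to 1823 and 27, an alternative chosen after seeing the data. Gained peaks were weaker than common cKO peaks. Their median fold enrichment was 3.44 against 8.67, a ratio of 0.396 (permutation test, p = 1e-05, the smallest that the resamples can give, adjusted p = 1.4e-05). Across the 12 alternatives the ratio ranged from 0.362 to 0.516. Lost peaks were likewise weaker than common WT peaks, with a median fold enrichment of 3.38 against 5.63. A weak site can easily fall under the threshold of the other list, so the classes themselves favour weaker gained and lost peaks. The p-value therefore gives no support for an effect of genotype.

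Whether loss of ARID1A affected the sex chromosomes differently from autosomes was asked in 3 ways. First, sex-linked peaks made up 4.99% of the WT list (964 peaks, 95% Wilson interval, 4.69 to 5.31) and 5.59% of the cKO list (1691 peaks, 5.34 to 5.86). The odds ratio was 1.13 (95% interval, 1.04 to 1.22, Fisher's exact test, p = 0.00392, adjusted p = 0.00458). With equal list lengths it was 1.06 (0.966 to 1.16, Fisher's exact test, p = 0.239), an interval that held 1. That setting leaves out the weakest cKO peaks alone. Sex-linked cKO peaks had a lower median fold enrichment than autosomal ones, 4.42 against 4.91, so this can itself lower the ratio. Thresholds applied alike to both lists kept it above 1, at 1.14 and 1.28 for a −log10 q of at least 5 and 10. Peaks on 3 or more rows moved it most, to 1.45.

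Second, the log2 ratio of cKO to WT peak number was compared across chromosomes. It averaged 0.64 over the 19 autosomes (SD 0.056), with a range from 0.57 on chromosome 19 to 0.78 on chromosome 14. X had 618 WT and 1183 cKO peaks, a log2 ratio of 0.94. This was 0.29 above the autosomal mean, or 5.26 SD, and higher than on any autosome (exact permutation test, p = 0.05, the smallest that 20 chromosomes can give). The difference was 0.15 with equal list lengths and 0.62 for peaks on 3 or more rows. Y had 346 WT and 508 cKO peaks, a log2 ratio of 0.55, which was under every autosome.

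**Figure D1:**
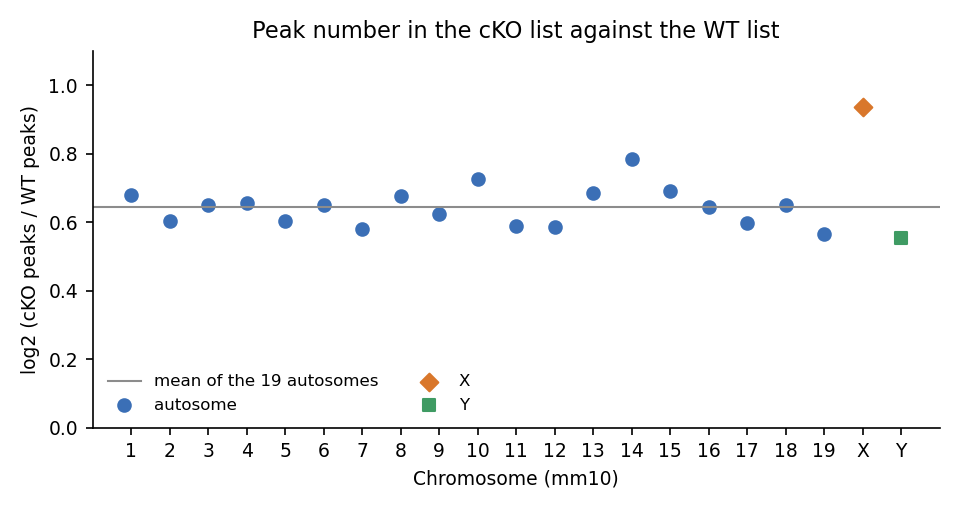
The log2 ratio of cKO to WT peak number (vertical axis) for each mm10 chromosome (horizontal axis), with circles for autosomes, a diamond for X, a square for Y and a line at the autosomal mean. X sits at 0.94, above the highest autosome at 0.78, and Y at 0.55 lies under the lowest autosome at 0.57.

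Last, the gained share of cKO peaks was compared. It was 51.0% among sex-linked peaks (863 of 1691, 95% Wilson interval, 48.7 to 53.4) and 43.0% among autosomal peaks (12281 of 28553, 42.4 to 43.6). The odds ratio was 1.38 (95% interval, 1.25 to 1.52, Fisher's exact test, p = 1.331e-10, adjusted p = 3.106e-10). It stayed above 1 in all 14 alternatives, from 1.36 to 2.15. The highest value came from peaks on 3 or more rows, where a cKO peak over a WT peak on fewer rows counted as gained, and compared with the full WT list those peaks gave 1.58 (1.41 to 1.76). By chromosome, the odds ratio against autosomes was 1.48 for X (1.32 to 1.67) and 1.17 for Y (0.98 to 1.39), so the Y interval held 1. In counts, 912 sex-linked peaks were common, 863 gained and 52 lost. The lost share of WT peaks was 5.39% on the sex chromosomes (4.14 to 7.01) and 4.72% on autosomes (4.42 to 5.04), an odds ratio of 1.15 (95% interval, 0.863 to 1.53, Fisher's exact test, p = 0.351, adjusted p = 0.438). This comparison depended on the setting. Compared with the full cKO list, WT peaks with a −log10 q of at least 5 gave an odds ratio of 1.97 (1.27 to 3.04), those with at least 10 gave 0.976 (0.132 to 7.21), with 1 sex-linked lost peak, and those on 3 or more rows gave 1.74 (0.759 to 4.01). For peaks of unique sequence it was 0.535 (0.252 to 1.14).

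**Figure D2:**
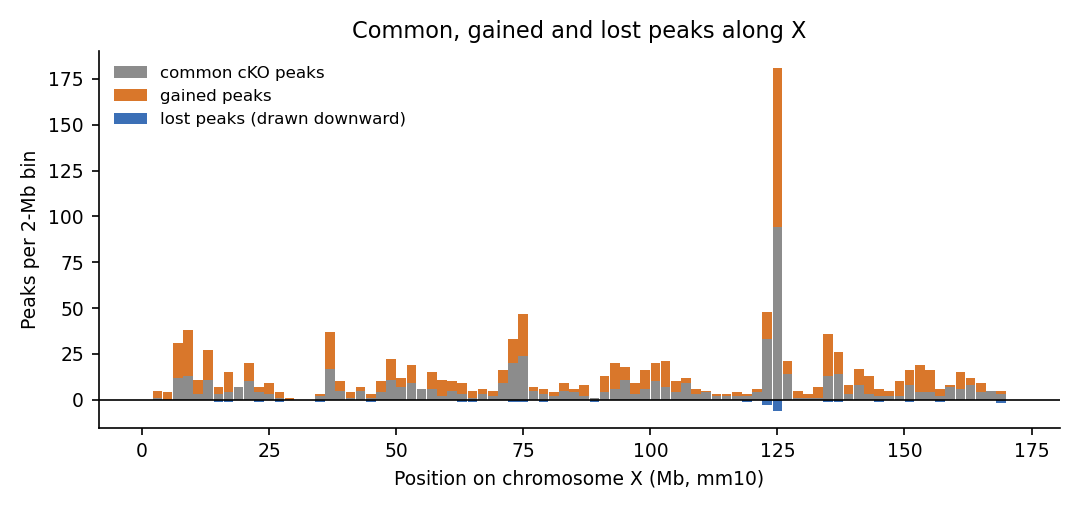
Number of peaks per 2-Mb bin (vertical axis) along chromosome X in mm10 (horizontal axis, Mb), with common cKO peaks in gray, gained peaks stacked in orange and lost peaks drawn downward in blue. Gained peaks occur in 78 of 86 bins, and the bin from 124 to 126 Mb holds the most, 87.

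The gained share depended on peak strength. When the cKO list was split into 10 parts by −log10 q, 92.7% of autosomal and 93.5% of sex-linked peaks in the weakest part were gained. In the 2 strongest parts together, 13 of 6049 peaks were gained, and none of these was sex-linked (0 of 72, which allows a share of up to 4.17%). With strength held fixed over the 10 parts, the odds ratio of the gained share on X and Y against autosomes was 1.18 (Mantel-Haenszel, 95% interval, 1.04 to 1.34). It was 1.27 for X (1.09 to 1.48) and 1.003 for Y (0.803 to 1.25).

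**Figure D3:**
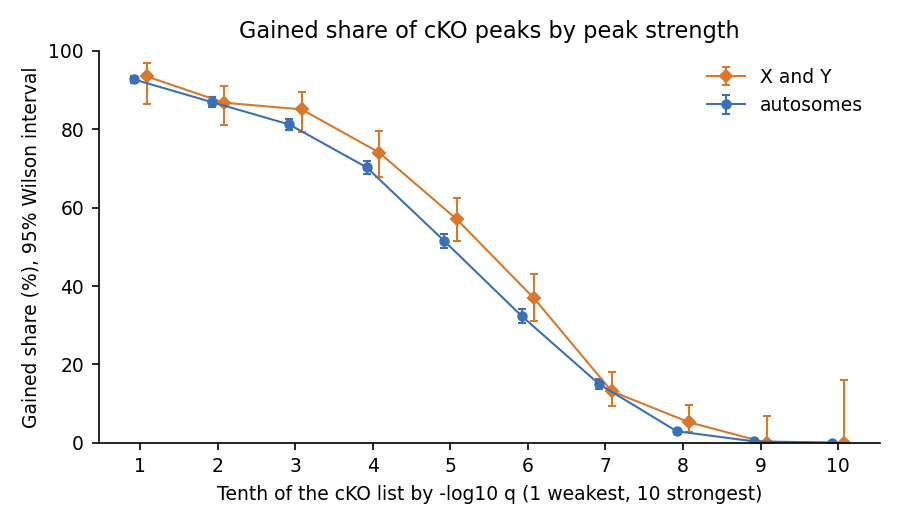
Gained share of cKO peaks in percent (vertical axis, bars are 95% Wilson intervals) in each of 10 equal parts of the cKO list by −log10 q (horizontal axis, weakest to strongest), for X and Y (diamonds) and autosomes (circles). In the weakest part 92.7% of autosomal and 93.5% of sex-linked peaks are gained, and in the strongest part 0.067% and 0 of 20.

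Among sex-linked gained peaks on 3 or more rows, the strongest was an intergenic peak on X (74807111 to 74807959) with a −log10 q of 33.6 and a fold enrichment of 9.0, and none of its 50-mers was unique. The next, on X at 152341914 to 152342860, lay in the promoter of *Tspyl2*, 38 bp from a transcription start, with a −log10 q of 32.6 and only unique 50-mers. The other 3 shared a −log10 q of 31.5. They were an intergenic peak on X at 125687751 to 125688329 (0% unique 50-mers), a peak in an intron of *Il1rapl2* on X at 137916021 to 137916388 (15.4% unique) and a peak in an intron of the annotated gene *Gm28171* on Y at 5792892 to 5794487 (33.9% unique). Of these 5 peaks, the one at *Tspyl2* alone was of unique sequence.

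The strongest autosomal gained peaks had higher scores. A peak in an intron of *Abca17* on chromosome 17 (24342593 to 24343058) had a −log10 q of 141.9 and a fold enrichment of 23.1. A peak in an intron of *Cntnap5b* on chromosome 1 (100180107 to 100180414) had a −log10 q of 112.6. An intergenic peak on chromosome 12 (9834578 to 9834855) followed with 89.95, but 20% of its 50-mers were unique. A promoter peak on chromosome 3 (94785999 to 94786997), 6 bp from a start of *Cgn*, had a −log10 q of 67.3. The last was an intergenic peak on chromosome 6 (4761927 to 4762541) with 60.2.

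The 5 strongest sex-linked lost peaks were all intergenic. One lay on X at 150739291 to 150739828 (−log10 q of 10.8, 10% unique 50-mers). The others lay on Y at 9279691 to 9279971 (9.29, 20% unique), 5714094 to 5714529 (8.53, 18.8% unique), 6124610 to 6124874 (8.53, 0% unique) and 9807022 to 9807577 (8.53, 52.4% unique). Only 7 sex-linked lost peaks were of unique sequence.

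To ask where accessible sites lay relative to genes, peaks were annotated by their centre. Promoters held 46.5% of WT peaks (95% Wilson interval, 45.8 to 47.2), introns 20.9% (20.3 to 21.5), intergenic sequence 20.2% (19.7 to 20.8) and exons 12.4% (11.9 to 12.9). In the cKO list the shares were 35.0% in promoters (34.4 to 35.5), 26.8% in introns (26.3 to 27.3), 25.5% in intergenic sequence (25.04 to 26.0) and 12.7% in exons (12.3 to 13.1). The promoter odds ratio of cKO against WT was 0.619 (95% interval, 0.597 to 0.642, Fisher's exact test, p = 1.928e-143, adjusted p = 6.749e-143). With equal list lengths it was 1.01 (0.966 to 1.05, Fisher's exact test, p = 0.799), so the lower promoter share did not hold when the weakest peaks of the cKO list alone were left out. Thresholds applied alike to both lists kept it, with odds ratios of 0.641 and 0.589 at a −log10 q of at least 5 and 10, and 0.542 for peaks on 3 or more rows. The widest promoter window, 3000 bp on either side, moved the shares most, to 68.4% in WT and 58.2% in cKO.

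Within the cKO list, promoters held 16.2% of gained peaks (15.6 to 16.9) and 49.4% of common peaks (48.6 to 50.1), an odds ratio of 0.199 (95% interval, 0.188 to 0.21). The p-value of Fisher's exact test was too small to be represented as a number. Introns held 35.2% of gained peaks (34.4 to 36.0) and intergenic sequence 34.7% (33.8 to 35.5). Of lost peaks, 12.2% lay in promoters (10.2 to 14.5). On the sex chromosomes, promoters held 23.5% of WT peaks (20.98 to 26.3) and 22.4% of cKO peaks (20.5 to 24.5), an odds ratio of 0.938 (95% interval, 0.777 to 1.13, Fisher's exact test, p = 0.501, adjusted p = 0.501). The cKO share was the higher one with a promoter of 3000 bp on either side, 43.1% against 39.5%, and the interval again held 1. Among peaks of unique sequence it was the lower one, 39.9% against 48.5% (odds ratio of 0.705, 95% interval, 0.546 to 0.909, Fisher's exact test, p = 0.00756). Promoters held 20.5% of sex-linked gained peaks (17.9 to 23.3) and 24.4% of sex-linked common cKO peaks (21.6 to 27.4), an odds ratio of 0.80 (0.636 to 1.01, Fisher's exact test, p = 0.0619, adjusted p = 0.103). For peaks of unique sequence it was 0.539 (0.40 to 0.728), and with a promoter of 3000 bp on either side 1.03. Gained peaks had a lower GC content than common cKO peaks, with medians of 51.7% and 55.6% (difference of -3.9 percentage points, permutation test, p = 1e-05, the smallest that the resamples can give, adjusted p = 1.4e-05).

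**Figure D4:**
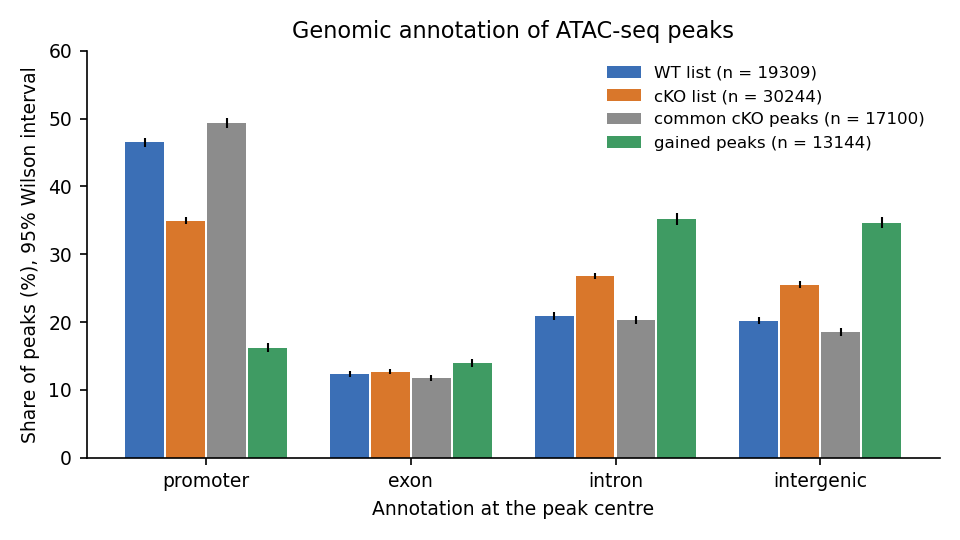
Share of peaks in percent (vertical axis, bars with 95% Wilson intervals) with their centre in a promoter, exon, intron or intergenic sequence (horizontal axis), for the WT list, the cKO list, common cKO peaks and gained peaks. Promoters hold 16.2% of gained peaks and 49.4% of common cKO peaks.

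At the level of genes, a promoter peak was present at 203 of 1131 sex-linked protein-coding genes in the WT list (17.9%, 95% Wilson interval, 15.8 to 20.3) and at 311 in the cKO list (27.5%, 24.98 to 30.2), an odds ratio of 1.73 (1.42 to 2.12, Fisher's exact test, p = 7.29e-08, adjusted p = 1.822e-07). Among 20807 autosomal protein-coding genes, 8443 had a promoter peak in the WT list (40.6%, 39.9 to 41.2) and 9164 in the cKO list (44.0%, 43.4 to 44.7), an odds ratio of 1.15 (1.11 to 1.20, Fisher's exact test, p = 9.015e-13, adjusted p = 4.507e-12). Both rises held in the other 8 alternatives, with odds ratios from 1.68 to 2.30 for sex-linked and from 1.14 to 1.20 for autosomal genes. Among them, X alone leaves the autosomal genes unchanged. Neither rise held with equal list lengths, which leave out cKO peaks alone and so can only lower the cKO share. The cKO shares were then 20.8% of sex-linked genes (18.5 to 23.2) and 40.5% of autosomal genes (39.8 to 41.2). The odds ratios were 1.20 (0.973 to 1.48) and 0.997 (0.959 to 1.04), respectively. Fisher's test ignores that the same genes were scored in both lists, so intervals that hold 1 leave a paired change open.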

Values the study reported

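For *Arid1a* WT pachytene spermatocytes, the study placed 34% of ATAC-seq peaks in promoters, 22.8% in intergenic sequence and 21.5% in introns. For the sex chromosomes, it gave 9 lost, 7194 common and 2246 gained sites when the peaks of the 2 genotypes were compared. On average, it found no detectable ARID1A in 70% of pachytene spermatocytes of the cKO.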

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

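The 7 tests were each repeated under 8 to 18 alternatives. The higher gained share on the sex chromosomes and the higher log2 ratio of X kept their direction and their side of the threshold in every alternative run for them. So did the lower promoter share, fold enrichment and GC content of gained peaks. For fold enrichment the direction was favoured by the classes, since a weak peak is more easily missed in the other list. For X the p-value could not fall under 0.05, so its stability rests on the difference, from 0.15 to 0.62.

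Equal list lengths changed both comparisons between the lists. The odds ratio of the sex-linked share was 1.06 and no longer past the threshold, and that of the promoter share was 1.01 in place of 0.619, with the direction reversed but the interval holding 1. By construction this setting removes only the weakest cKO peaks, most of which were gained, so a rise of the cKO promoter share was built in. Thresholds applied alike to both lists kept the promoter odds ratio between 0.542 and 0.641, and that of the sex-linked share between 1.14 and 1.45. Equal list lengths also gave a sex-linked share of 5.26% in cKO, with 3903 gained and 2560 lost peaks (301 and 161 sex-linked). The cKO promoter share was then 46.6%, the median cKO width 1286 bp, and 95.98% of cKO peaks lay on 3 or more rows.

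Counting rows gave 52419 WT and 84006 cKO entries, with 152118 common, 32961 gained and 1522 lost (sex-linked: 7194, 2246 and 96), and promoter shares of 49.8% in WT and 37.1% in cKO. Rows of one peak are parts of it, so these counts follow from how the lists were written. Merging overlapping rows kept every count within 1.5 times its value.

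A −log10 q of at least 5 gave 8029 gained and 533 lost peaks, promoter shares of 53.98% and 42.9%, median widths of 984 and 1198 bp, and 86.9% and 93.1% of peaks on 3 or more rows, in WT and cKO, respectively. A −log10 q of at least 10 left 10503 WT and 15753 cKO peaks, with sex-linked shares of 3.79% and 4.81%, promoter shares of 65.5% and 52.8%, median widths of 1140 and 1407 bp, and 97.4% and 98.3% on 3 or more rows. It gave 10347 common, 5556 gained and 156 lost peaks (sex-linked: 376, 396 and 22). In these settings, and for peaks on 3 or more rows, a peak over one that the filter removed from the other list counts as gained or lost. Comparing the retained peaks with the full other list, chosen after seeing the data, avoids this. It gave 5890 gained and 253 lost peaks (sex-linked: 455 and 23) at a −log10 q of at least 5, 10476 common, 1823 gained and 27 lost (sex-linked: 397, 148 and 1) at 10, and 7563 gained and 91 lost (sex-linked: 555 and 6, with 556 common) for 3 or more rows. The odds ratio of the gained share was 1.67, 1.93 and 1.58, respectively.

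Peaks on 3 or more rows gave 547 sex-linked common peaks, 150 lost peaks (15 sex-linked), a sex-linked share of 3.91% in WT, promoter shares of 55.7% and 40.5%, and median widths of 1020 and 1129 bp. X alone gave 589 common and 29 lost peaks, and shares of 3.26% in WT and 3.98% in cKO. Peaks of unique sequence, chosen after seeing the data, gave sex-linked shares of 2.13% and 2.73%, 352 common, 403 gained and 7 lost sex-linked peaks, 599 lost peaks genome-wide, promoter shares of 52.1% and 38.6%, median widths of 846 and 967 bp, and 77.3% and 81.3% of peaks on 3 or more rows.

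For promoters, 1000 bp on either side gave 59.9% in WT and 47.1% in cKO, 3000 bp gave 68.4% and 58.2%, any base of the peak gave 58.7% and 47.1%, protein-coding transcripts alone gave 42.1% and 30.7%, and curated RefSeq transcripts, chosen after seeing the data, gave 33.99% and 24.4%. The pileup threshold scaled to the WT background moved the cKO promoter share to 35.7%, the cKO median width to 956 bp and the share on 3 or more rows to 81.8%. The width of each row had medians of 770 and 905 bp, and 2 or more rows were reached by 89.1% of WT and 91.8% of cKO peaks. Except where an alternative's own construction is named, the cause was not tested.

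Of the 5 comparisons added after seeing the data, the 3 of peak shares were less stable. The higher lost share on the sex chromosomes reversed to an odds ratio of 0.994 for X alone, to 0.535 for unique sequence and to 0.976 at a −log10 q of at least 10 when compared with the full cKO list, where 1 sex-linked peak was lost. Of the 6 alternatives that put it above 1 with p under 0.05, 3 filtered both lists and 1 shortened the cKO list, so WT peaks over removed cKO peaks counted as lost. The other 2 were rows, at 1.36, and a −log10 q of at least 5 against the full cKO list, at 1.97. The sex-linked promoter share of cKO against WT reversed to 1.11 at a −log10 q of at least 10, 1.18 at equal list lengths, 1.13 and 1.16 with promoters of 1000 and 3000 bp on either side, and 1.12 for any base of the peak; the intervals of all of these held 1. For unique sequence it was 0.705 (0.546 to 0.909), lower in cKO and past the threshold. That of gained against common cKO peaks reversed to 1.03 with 3000 bp, while 6 alternatives put it below 1 with p under 0.05, from 0.539 for unique sequence to 0.848 by rows. The share of autosomal genes with a promoter peak reversed to 0.997 at equal list lengths, where the rise of sex-linked genes was no longer past the threshold, at 1.20. That setting leaves out cKO peaks alone and so can only lower both. The test also ignores that the same genes are scored in both lists, so its result there decides nothing about a paired change. The other 8 alternatives kept both rises past the threshold, at 1.68 to 2.30 for sex-linked and 1.14 to 1.20 for autosomal genes. Among them, X alone leaves the autosomal genes unchanged and so does not test their rise.

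Among 648 values of all results other than the main comparisons, 340 stayed, 284 levels moved, 13 comparisons became stronger, 1 weaker and 10 reversed. The named peaks kept their overlap class in each alternative that retained them. No paired analysis was possible because each genotype was given as 1 list without values per library. For the same reason, leaving out a replicate was not possible. The depth of a single reference library limits the gained and lost calls, since a weak site can fall under the threshold of one list.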

Other observations

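The tests of a single copy, of repeated rows, of the cKO reference library alone, of weak peaks on Y and of the gene-poorest peaks were chosen only after the result was seen, the test of genes around peaks was added after the excess on X was known but set down before it was run, and the others were written before. The tests weigh technical explanations, and the genotype itself stays among the open explanations, as untested.

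The sex-linked counts depend on what is counted. By peaks, the comparison gave 912 common, 863 gained and 52 lost sites on the sex chromosomes. The common and gained numbers are lower, and the lost number is higher, than the values quoted from the study above. By rows, the same lists gave 7194 common and 2246 gained entries. Those are the same common and gained values as quoted from the study above. The common entries are pairs of overlapping WT and cKO rows, with 7.89 pairs per common peak name, so a candidate explanation is that a site was counted once per pair of rows. Of the common plus gained entries, 23.8% were gained. That share sets pairs of rows against single rows. With each sex-linked cKO row counted once, 47.5% were gained, close to the 51.0% of sex-linked cKO peaks. Lost entries by rows were 96, from 62 peak names. That is also higher than the value quoted from the study above, and the cause was not tested.

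The study described a shift toward promoters after loss of ARID1A. It also reported higher accessibility at transcription starts of differentially expressed genes, both autosomal and sex-linked. That signal was not analysed here, and shares of peaks do not test it. A lower promoter share does not mean fewer promoter peaks, since the longer cKO list held 10578 against 8976 in WT. In the deposited lists the promoter share was lower in cKO than in WT, at 35.0% against 46.5%, and also lower by rows, at 37.1% against 49.8%. Whether the longer cKO list accounts for this difference cannot be told apart from a difference between the sites. The promoter odds ratio was 1.01 at equal list lengths, but leaving out weak cKO peaks, 14.4% of which were in promoters, raises the cKO share by itself. Thresholds applied alike to both lists kept the ratio between 0.542 and 0.641, but they also left the cKO list the longer one. Genome-wide, none of the promoter definitions tried gave a higher share in cKO than in WT. On the sex chromosomes 3 definitions did, with 34.9% against 32.2% for 1000 bp on either side, 43.1% against 39.5% for 3000 bp and 34.1% against 31.6% for any base of the peak, and the interval of each odds ratio held 1. Among sex-linked peaks of unique sequence the cKO share was lower, 39.9% against 48.5%, with an odds ratio of 0.705 (0.546 to 0.909). With curated RefSeq transcripts, chosen after seeing the data, the WT share was 33.99%.

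More peaks in the cKO list could reflect a deeper reference library, whose background was 1.18 times that of WT. Requiring a pileup that the WT background would also pass left 1.52 times as many cKO as WT peaks. This argues against the depth of the reference library as the whole cause. The depth of the other libraries is unknown, so the filter cannot weigh it. An excess in the cKO reference library alone is argued against by peaks on 3 or more rows, which were 1.69 times as many in cKO. A WT reference library weaker than the other WT libraries cannot be told apart from the other explanations. Among rows of peaks on exactly 3 rows, 41.5% spanned the whole reference peak in WT (95% Wilson interval, 41.0 to 42.0) and 52.8% in cKO (52.4 to 53.1), but the cKO share also depends on the cKO reference library and on peak width, so it gives no value to hold the WT share against. A difference in enrichment between all libraries of the 2 genotypes also stays open, because the lists hold no values per library.

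The higher gained share on the sex chromosomes was set against 5 technical explanations. A deeper cKO reference library is argued against by the odds ratio after the scaled pileup threshold, 1.40 (95% interval, 1.27 to 1.55). Reads shared between repeats are argued against by the odds ratio among peaks of unique sequence, 1.64 (1.42 to 1.91). For lower gene density, the peak number of X lay 4.94 residual SD above the trend of the autosomes on transcription starts per megabase, but X, with 27.5, lies outside their range of 37.2 to 79.6, so that value decides nothing. With the number of starts in the 1 Mb around each peak held fixed in 10 parts, the odds ratio of X fell from 1.48 to 1.24 (1.1 to 1.40), which argues against gene density as the whole cause. In the gene-poorest part X had 304 gained and 265 common cKO peaks. There the odds ratio of X was 1.04 (0.867 to 1.25). That interval holds both 1 and the 1.24 above, so this part does not decide whether X has an excess there. In the other parts the odds ratio was 1.42 (1.21 to 1.67). A single copy per cell, which X and Y share, cannot be told apart from the other explanations. The odds ratio of Y against autosomes was 1.17 (0.98 to 1.39). Set directly against Y, X had a higher gained share, with an odds ratio of 1.27 (1.03 to 1.56), but the interval held 1 with strength held fixed (0.979 to 1.67) and among peaks of unique sequence (0.891 to 2.10). Weaker peaks on the sex chromosomes may account for part of the excess, since the odds ratio fell from 1.38 to 1.18 (1.04 to 1.34) with strength held fixed in 10 parts, and to 1.17 (1.02 to 1.33) in 50 parts. For Y, the odds ratio with strength held fixed was 1.003 (0.803 to 1.25). That interval also holds the 1.17 found without it, so the role of strength on Y is not decided. For X an excess stayed, at 1.27 (1.09 to 1.48). A hypothesis that loss of ARID1A opens sites on X beyond the rest of the genome is therefore consistent with these lists, but it was tested on the same 2 lists in which it was seen, and a single copy of X and enrichment per library stay open. With density and strength both held fixed, the odds ratio of X was 1.18 (1.01 to 1.38). The study reported that spermatocytes without ARID1A arrest at mid-pachynema. Whether the sequenced cells of both genotypes were at matched stages was not tested here and also stays open.

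One region of X stood out after its values were seen. The bin from 124 to 126 Mb held 107 WT and 181 cKO peaks, 87 of them gained. Only 2 of the WT peaks and 3 of the cKO peaks were of unique sequence, and the median number of copies of their 50-mers was 11. Positions of single peaks in this region cannot be assigned to one copy. No biological explanation was tested.

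Very wide peaks were more frequent in the cKO list, with 112 of at least 10000 bp against 31 in WT. The widest in cKO covered 62524 bp of chromosome 17 (30639816 to 30702339), a region that overlaps *Dnah8*, and 96.999% of its 50-mers were unique. The next widest, also on chromosome 17 (27299465 to 27350687), covered 51223 bp and overlapped no protein-coding gene. Both lists had their peaks of this kind near the same positions on chromosome 15 over *Elfn2*, where the WT peak was 27870 bp and the cKO peak 42206 bp wide. No biological explanation was tested, and a caller without a local background, as the authors used, places no limit on the width of a peak.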
